# Long Noncoding RNA, MicroRNA, Zn Transporter Zip14 (Slc39a14) and Inflammation in Mice

**DOI:** 10.3390/nu14235114

**Published:** 2022-12-01

**Authors:** Felix R. Jimenez-Rondan, Courtney H. Ruggiero, Robert J. Cousins

**Keywords:** zinc, epigenetics, organoids, intestine, zinc transporter

## Abstract

Integration of non-coding RNAs and miRNAs with physiological processes in animals, including nutrient metabolism, is an important new focus. Twenty-three transporter proteins control cellular zinc homeostasis. The transporter Zip14 (Slc39a14) responds to proinflammatory stimuli. Using enterocyte-specific *Zip14* knockout mice and RNA-sequencing and quantitative polymerase chain reaction (qPCR), we conducted transcriptome profiling of proximal small intestine, where Zip14 is highly expressed, using RNA from whole intestine tissue, isolated intestinal epithelial cells (IECs) and intestinal organoids. *H19, U90926, Meg3, Bvht, Pvt1, Neat1* and *miR-7027* were among the most highly expressed genes. Enterocyte-specific deletion of *Zip14* demonstrated tissue specific expression, as such these changes were not observed with skeletal muscle. Chromatin immunoprecipitation (ChIP) assays of chromatin from isolated intestinal epithelial cells showed that enterocyte-specific *Zip14* deletion enhanced binding of proinflammatory transcription factors (TFs) signal transducer and activator of transcription 3 (STAT3) and nuclear factor kappa beta (NF-ĸβ) to promoters of *H19*, *Meg3* and *U90926*. We conclude enterocyte-specific ablation of *Zip14* restricts changes in those RNAs to the intestine. Binding of proinflammatory TFs, NF-ĸβ and STAT3 to the *H19*, *Meg3* and *U90926* promoters is consistent with a model where *Zip14* ablation, leads to increased TF occupancy, allowing epigenetic regulation of specific lncRNA genes.

## 1. Introduction

There is robust literature on long non-protein-coding RNA (lncRNA) and small non-coding RNA or microRNA (miRNA) associated with an array of biological processes. The abundance of current information on lncRNAs and miRNAs stems to a considerable degree on data sets from RNA-sequencing and other transcriptome screening platforms. These efforts illustrate the roles of non-coding RNAs associated with necessary cellular functions. In most cases, their functions influence regulatory pathways and gene expression necessary for normal cell function. Atypical or excessive abundance of lncRNAs and miRNAs appear to be associated with disease, either extensions of normal functions or abnormal departures to disrupt normal homeostatic mechanisms [1,2,3,4].

An important focus of non-coding RNAs is their association with necessary cellular functions, which have developmental and physiological outcomes in animals. Expectedly, this includes nutrient metabolism. Early examples of such roles are the influence of miR-122 in iron homeostasis [5] and miR-33 for cholesterol transport [6]. Zinc, an essential micronutrient, has documented roles in biology that are classified as structural, catalytic and regulatory [7]. Frequently they overlap, e.g., the zinc finger motifs of proteins maintain structure, but also influence gene expression. Similarly, most histone deacetylase enzymes (HDACs) are zinc-dependent and require zinc for catalytic activity, yet they function to influence gene expression [8,9]. Our interest in zinc metabolism and status assessment stimulated our initial research on identification of zinc-responsive miRNAs. Using serum episomes from human subjects that were fed a zinc-deficient diet under controlled conditions, we found that a select sub-set of miRNAs were influenced by zinc intake [10]. As detected by quantitative polymerase chain reaction (qPCR), this sub-set of miRNAs decreased with dietary zinc restriction and returned to normal abundance levels within days with acute zinc repletion. These experiments were never followed up, despite the fact that they respond to dietary zinc restriction in humans and there is a need for a biomarker of zinc status [7]. Other investigators have described studies associating miRNAs/lncRNAs with zinc, including zinc effects on prostate cancer cell lines [11], transporter Zip9 and radiation-induced skin damage [12], transporter Zip7 and gastric cancer [13], ZnT4 and acute cerebral ischemia [14], human deficiency and esophageal cancer [15], and Zip8 and osteoarthritis [16].

To broaden our understanding of the influence of cellular zinc trafficking in skeletal muscle, we conducted experiments using a murine global knockout for the metal transporter Zip14 (Slc39a14). Transcript profiling with arrays resulted in the relative expression of the lncRNA, *H19*, and a derivative miRNA, *miR-675*, prominently upregulated in the whole body *Zip14* knockout mice (WB-KO) [17]. Skeletal muscle from these genotypes shows muscle wasting, accompanied by decreased zinc uptake. The mice with the *Zip14* ablation had a proinflammatory phenotype. High relative expression of *H19/miR-675* was found in muscle of the WB-KO mice. Moreover, *Zip14* and *H19/miR-675* were induced in muscle with Lipopolysaccharide (LPS) treatment. Differential expression of specific transcripts was positively related to expression changes of specific lncRNAs/miRNAs, as a result of deletion of *Zip14* and a reduction in zinc transport activity.

Here we show comparative effects of whole body *Zip14* deletion on lncRNA/miRNA expression in skeletal muscle and proximal small intestine, as well as experiments with lncRNA/miRNA expression differences in intestinal epithelial cells (IECs) and intestinal organoids from mice with an enterocyte specific *Zip14* (Slc39a14) deletion.

## 2. Materials and Methods

### 2.1. Animals 

Whole Body Zip14−/− (WB-KO) mice were developed, characterized, and backcrossed as reported previously [18]. Wild-type (WT) mice of the same strain were used as controls. Heterozygous mutant (−/+) × heterozygous mutant (−/+) mating scheme was used to generate both genotypes for experiments. Enterocyte-specific *Zip14* knockout mice (*Zip14*ΔIEC) were generated by targeted deletion of introns 4–8 [19]. Briefly, founder *Zip14*^flox/+^ mice were bred to obtain a floxed *Zip14* (*Zip14*^F/F^) mouse line. They were crossed with Villin-Cre (VC-*Zip14*+/+) mice of the C57BL/6 line from The Jackson Laboratory (JAX # 004586; Bar Harbor, ME, USA) to create enterocyte-specific *Zip14* conditional knockout (*Zip14*^ΔIEC^) mice. *Zip14*^F/F^ mice were used as controls for experiments with this strain. Breeding and genotyping were conducted at the University of Florida (Gainesville, FL, USA). Starting at weaning, the mice were fed ad libitum a commercial diet (Teklad LM-485 Mouse/Rat Sterilizable Diet; Harlan 7012, ENVIGO, Madison, WI, USA) and tap water. A 12 h light/dark cycle was used, and the mice were maintained in plastic barrier caging. Young adult male and female mice (8–16 weeks of age) were used for the experiments. Mice were killed by exsanguination, using cardiac puncture under isoflurane anesthesia, between 11:00 am and 2:00 pm. Protocols were approved by the University of Florida Institutional Animal Care and Use Committee (protocol # 202007015).

### 2.2. Hematoxylin and Eosin Staining (H&E) 

Mice intestinal tissues were fixed in 4% paraformaldehyde for 24 h, embedded in paraffin, cut into 5-μm thick sections, dewaxed in xylene, and rehydrated with ethanol. Sections were then stained with hematoxylin for 2 min, followed by eosin for 2 min. Light microscopy was used for histological and pathological analysis at the UF molecular pathology core. Histopathological scores of intestine staining were assigned in a blinded manner.

### 2.3. Tissue Preparation and RNA Isolation 

Tissues (liver, lung, pancreas, colon, gastrocnemius muscle, intestine, spleen, kidney) from enterocyte-specific and WB-KO mice were excised and samples were flash-frozen in liquid nitrogen (N_2_) and stored at −80 °C prior to RNA extraction. Homogenization with TRI Reagent® (Molecular Research Center, Cincinnati, OH, USA) was performed with a Bullet Blender® (Next Advance, Raymertown, NY, USA). IECs were isolated from the first 20 cm of the intestine, after perfusion with ice-cold buffer (10 mM EDTA, 10 mM HEPES, 0.9% NaCl), using a chelation method [20]. For RNA-seq analysis, RNA from sections of proximal small intestine of WB-KO and WT mice was extracted as above. All RNA was isolated using RNeasy^®^ reagents and spin columns (Qiagen #217604, Hilden, Germany). RNA samples were treated with deoxyribonuclease (DNase). Quantity and quality of the RNA were assessed spectrophotometrically and further analyzed for integrity using a Bioanalyzer (Agilent, Santa Clara, CA, USA). Only RNA with an integrity number of at least 6.8 were used for RNA-sequencing (RNA-seq). 

### 2.4. RNA-Sequencing 

RNA-seq libraries, prepared from samples from individual mice, were sequenced on an Illumina Nova Seq 6000 Platform at Novogene Corp. (Sacramento, CA, USA). Genes with a Log2 fold change (FC) of >2, and lncRNAs and miRNAs with an FC of >1 were used for differential expression analysis [21,22]. RNA Sequencing data files were deposited into Gene Expression Omnibus—NCBI (accession number GSE210160).

### 2.5. Quantitative PCR 

For qPCR first-strand cDNA synthesis, 2 µg of RNA was reversed-transcribed using High-Capacity RNA-to-DNA™ reagents (Applied Biosystems, Waltham, MA, USA). EXPRESS SYBR™ GreenER™ Supermix with ROX, or specific TaqMan assays (ThermoFisher, Waltham, MA, USA), were used for qPCR reactions; all following the manufacturer’s instructions. Primer/probe sequences were reported previously [17] or are reported in the supplementary materials (Supplementary Materials Table S3). *H19*, *miR-675-3p* and *miR-675-5p* qPCR assays used primer/probe sets from GeneCopoeia (Rockville, MD, USA). A QuantStudio 3 instrument (ThermoFisher, Waltham, MA, USA) was used for sequence detection. qPCR assays were run in duplicate, with relative expression calculated by the 2^−ΔΔCt^ method. All assays were normalized to *18S* rRNA, except for *miR-675* RNAs, which used *U6* RNA.

### 2.6. Chromatin Immunoprecipitation (ChIP) Assays

ChIP assays were performed using intestinal epithelial cells from enterocyte-specific *Zip14* knockout mice [19]. Briefly, tissue or cells were placed in PBS containing 1% formaldehyde for crosslinking. The crosslinking reaction was stopped by incubating in 20X glycine (0.2 M Tris, 1.5 M glycine (pH 8.0)) for 5 min. After washing, the chromatin was re-suspended in sonication cell lysis buffer and fragmented by sonication (Bioruptor^®^ sonicator (Diagenode, Denville, NJ, USA)). The chromatin nuclear extract was immunoprecipitated following the manufacturer’s protocol (Cell Signaling Technology, Danvers, MA, USA). The antibodies used were nuclear factor kappa beta (NF-ĸβ) (#8242) and signal transducer and activator of transcription 3 (STAT3) (#4904) from Cell Signaling Technology (Danvers, MA, USA). The primers used for *H19*, *Meg3* and *U90926* promoters are described in the supplemental materials (Supplementary Materials Table S3).

### 2.7. Preparation and Treatment of Intestinal Organoids (Enteroids)

A 20 cm segment of proximal small intestine from both *Zip14*^ΔIEC^ and *Zip14*^F/F^ mice were excised and perfused with phosphate-buffered saline (PBS), opened longitudinally, cut into 5 mm lengths and placed in Cell Dissociation Reagent (Stemcell Technologies, Vancouver, BC, Canada). The domes produced, were seeded into Matrigel^®^ (Corning, Corning, NY, USA) and incubated for 20 min at 37 °C, with InstestiCult™ (Stemcell Technologies, Vancouver, Canada) added thereafter. The enteroids were cultured for 10 days. These media were replaced every three days. Enteroids in the Matrigel domes were placed in Organoid Harvesting Solution (Cultrex, R&D Systems, Inc., Minneapolis, MN, USA), washed with PBS, and RNA was isolated using RNeasy^®^ and TRI Reagent^®^ as above.

### 2.8. Statistics

Data are presented as means ± standard error of the mean (SEM) of biological replicates. Prism 6.0 software (Graph Pad Software Inc., La Jolla, CA, USA) was used for these analyses. Differences between genotypes were evaluated using Student’s *t*-test and multiple comparisons used ANOVA, followed by Tukey’s test. Statistical significance was indicated as * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001; ns = not significant.

## 3. Results

### 3.1. Influence of WB-Zip14 Ablation on Differential Expression of Specific lncRNA Genes in Proximal Small Intestine

Transcriptome profiling was carried out to examine the influence of *Zip14* ablation in small intestine. A WB-*Zip14* knockout model was used, with profiling by DNA array and RNA-sequencing, respectively [17,23]. Focusing on the small intestine of mice, RNA-seq was used to profile changes in lncRNA and miRNA transcripts. 

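RNA-seq libraries from sections of proximal small intestine of 5 WB-KO and 5 WT mice, 1 library per mouse, were reanalysed from the deposited counts. The paper describes the WB-KO mice as lacking *Zip14* (*Slc39a14*) in the whole body and the WT mice as controls of the same strain. The title of the deposited series names a deletion in enterocytes and the sample labels only a knockout, so that the group is called WB-KO here after the paper, and the counts do not tell which deletion was used. The age of the mice is 8 to 16 weeks in the paper and 8 to 10 weeks in the sample labels. The authors deposited, for each library, the number of reads counted on each of 35275 Ensembl gene IDs, without normalization. Table S3 names FastQC, Trimmomatic, HiSat2, SAMtools and DESeq2, while the read counter, the genome build, the annotation and the handling of strand are not given in the sources used here. The total of the counts was between 16729787 and 20819678 per library in WT mice, with a median of 18206101, and between 17118742 and 19414828 in WB-KO mice, with a median of 18146070. Genes were named, placed and classed as lncRNA by GENCODE M21, an annotation of the mouse genome GRCm38, which may differ from the one the authors counted with. Fold changes between WB-KO and WT mice were tested with edgeR's quasi-likelihood test after TMM normalization. The test covered the 15610 genes that edgeR's filter on low counts kept, 773 of them lncRNAs, with Benjamini-Hochberg adjustment over all of them. For a gene below that filter, the difference of the mean log2 of the counts scaled to library size (CPM) is given with an exact permutation test, which can reach a 2-sided p of 0.00794 at the lowest with 5 mice against 5. A log2 CPM has a prior count of 2 added, which shrinks the difference of a gene with few counts.

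The deleted gene itself was counted first. *Slc39a14* (ENSMUSG00000022094) lies on the minus strand of chromosome 14 from 70303469 to 70351425 and has 12 separate blocks of exons. It had 260.4 ± 62.5 CPM in WT mice and 102 ± 32.9 CPM in WB-KO mice (SD, n = 5 each), a log2 fold change of -1.35 (standard error 0.22, adjusted p = 0.00184 from edgeR's quasi-likelihood test). All 5 WB-KO libraries were below all 5 WT libraries (exact permutation test, p = 0.00794). WB-KO replicate 1 had 160.1 CPM, and the other WB-KO libraries had between 78.5 and 93.8 CPM. The counts cover the whole gene, so that reads from exons outside a deletion are included. With each mouse left out in turn, the log2 fold change stayed between -1.57 and -1.21. The libraries also differed in genes that mark a position along the intestine: *Fabp6*, the bile acid binding protein of the ileum, had 0.779 ± 0.607 CPM in WT mice and 5515 ± 2861 CPM in WB-KO mice (SD, n = 5 each).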

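Of the 15610 genes tested, 4660 (29.9%) had an adjusted p under 0.05 by edgeR's quasi-likelihood test, 2491 of them higher and 2169 lower in WB-KO mice. With the limit of 2 that the paper sets on the log2 fold change of genes, 206 genes were higher and 239 were lower. In 3291 of the tested genes (21.1%) the libraries of the groups did not overlap, where chance gives 0.794%. Higher genes made up 53.5% of the calls after TMM normalization and 69.4% when only the library size was used for scaling. With the mean log2 CPM of smooth muscle genes added to the model, 6 genes were higher and 2 were lower at the limit of 2, in place of 206 and 239. That score did not overlap between the groups, from 6.46 to 7.27 in WT mice and from 7.96 to 9.40 in WB-KO mice. Among genes without overlap between the groups, the highest log2 fold changes were those of *Fabp6* (12.76), *Slc10a2* (8.44), *Saa1* (8.40) and *Fgf15* (8.22), followed by *Krt84*, which had 3 counts over the WT libraries and 837 over the WB-KO libraries. The lowest were those of *Cyp2c29* (-8.51), *Sult6b2* (-7.39), *Otop3* (-7.04), *Ugt1a9* (-6.98) and *Cym* (-6.93). Reads of *Saa1*, *Cyp2c29* and *Ugt1a9* can be shared with close relatives of these genes, and *Ugt1a9* overlaps other *Ugt1a* genes on its strand.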

The volcano plot (Figure 1A) shows that many lncRNAs had expression differentials (Fold Change) of >1.0 or <−1.0. A total of 53 and 55 lncRNAs met those criteria, respectively. 

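Over the 773 lncRNAs of GENCODE M21 that were tested, 24 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with a log2 fold change above 1, and 55 had one below -1. Adjusted over the list alone, the counts were 13 higher and 44 lower. Without a limit on the fold change, 49 lncRNAs were higher and 82 were lower. DESeq2 called 71 higher and 101 lower, and edgeR without a filter called 49 higher and 83 lower. Scaled by library size only, 43 were higher and 42 lower, so that the excess of lower lncRNAs depends on the normalization. The number of higher lncRNAs depended on single mice, with 15 without WB-KO replicate 3 and 48 without WB-KO replicate 1. Of the lncRNAs called by edgeR, 11 of the higher and 22 of the lower ones are listed in Table S1.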

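No gene ID that GENCODE M21 classes as a miRNA was analysed here, so mature or precursor miRNAs were not measured. Table S2 holds 10 different symbols, and 8 of them matched a gene ID. Of the matched genes, 7 are host genes of miRNAs, which are longer transcripts from which miRNAs can be processed, and *Dnd1* is a protein-coding gene. Only *Mir22hg*, *Mir100hg* and *Dnd1* had enough counts for the test. *Mir22hg* (ENSMUSG00000085148, chromosome 11 from 75461539 to 75466676) fell from 58.7 ± 3.85 CPM in WT mice to 40.7 ± 6.52 CPM in WB-KO mice (SD, n = 5 each), a log2 fold change of -0.53 (standard error 0.11, adjusted p = 0.00639 from edgeR's quasi-likelihood test). It was lower in all 5 WB-KO libraries than in any WT library. *Tlcd2* overlaps *Mir22hg* on the same strand, as other genes do for *Mir100hg*, so that reads there may belong to either gene. *Mir100hg* (ENSMUSG00000074415, chromosome 9 from 41327077 to 41716994) had a log2 fold change of 0.92 (standard error 0.32, adjusted p = 0.0469 by edgeR). Without WB-KO replicate 4, which had 21.5 CPM against 7.10 to 8.92 CPM in the other WB-KO libraries, its log2 fold change was 0.51, and it stayed past the threshold only without WB-KO replicate 1 or 5 when single mice were left out. *Dnd1* was not past the threshold (log2 fold change 0.06, adjusted p = 0.883 by edgeR). None of the 3 had a log2 fold change above 1 by edgeR, and DESeq2 gave a log2 fold change above 1 for 2 of the 8 and called 1 of these. *Mir7027* and *Mir194-1* were not analysed here.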

Only five miRNAs had a FC of >1.0 and none were <−1.0. 

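Table S1 holds 168 symbols, 81 with a positive and 87 with a negative log2 fold change, and 163 of them were matched to a gene ID of the counts. GENCODE M21 lists 92 of the matched symbols as lncRNAs and 70 as protein-coding genes. The filter on low counts left 126 of the 163 for edgeR's quasi-likelihood test, and all 126 changed in the direction of the table. Of these, 108 had an adjusted p under 0.05, and 126 when adjusted over the list alone. The table was made from the same libraries, so the count is not independent evidence. Among the 108, 21 had a log2 fold change above 1 and 37 had one below -1. *1810065E05Rik* (ENSMUSG00000013653), the symbol with the highest log2 fold change in the table and a protein-coding gene in GENCODE M21, lies on chromosome 11 from 58421111 to 58426024. It rose from 1.37 ± 0.961 CPM in WT mice to 81.7 ± 86.4 CPM in WB-KO mice (SD, n = 5 each), a log2 fold change of 5.88 (standard error 0.97, adjusted p = 0.00194 from edgeR's quasi-likelihood test), and was higher in all 5 WB-KO libraries than in any WT library.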

The full list, including cDNA sequences, predicted genes and uncharacterized cDNAs is presented as Supplementary Materials Tables S1 and S2. Read densities for *H19*, *U90926* and *Meg3* (Table 1) display the marked differences in lncRNA sequences produced by WB-*Zip14* ablation (Figure 1B). 

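*U90926* (ENSMUSG00000029409) lies on the minus strand of chromosome 5 from 92209893 to 92215408, and GENCODE M21 lists it as protein-coding. It was counted at 0.0693 ± 0.0642 CPM in WT mice and 3.95 ± 3.66 CPM in WB-KO mice (SD, n = 5 each). It had 6 counts over all WT libraries and 373 over the WB-KO libraries, nearly all of them in 3 libraries, so that too few libraries reached the level that the filter of the main test asks for. The difference of the mean log2 CPM was 3.31 (exact permutation test, p = 0.0238), with 4 of 5 WB-KO libraries above every WT library. WB-KO replicates 2, 3 and 5 had 4.72, 7.12 and 7.66 CPM, while WB-KO replicate 4 had 0.191 CPM and WB-KO replicate 1, at 0.0563 CPM, was within the WT range. With 1 WT mouse left out, p was between 0.0635 and 0.0714 by the same exact permutation test. DESeq2, which tested the gene, gave a log2 fold change of 5.83 (adjusted p = 1.11e-04), and edgeR without a filter gave 5.70 (adjusted p = 0.00659).

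*H19* (ENSMUSG00000000031) is a lncRNA on the minus strand of chromosome 7 from 142575529 to 142578143. It had 2.33 ± 1.12 CPM in WT mice and 10.2 ± 10.5 CPM in WB-KO mice (SD, n = 5 each), a log2 fold change of 2.12 (standard error 0.74, adjusted p = 0.0512 from edgeR's quasi-likelihood test). The difference rests on WB-KO replicates 2 and 3, with 19.6 and 23.5 CPM, since the other WB-KO libraries had between 1.95 and 2.94 CPM and lay within the WT range (exact permutation test, p = 0.167). DESeq2 placed *H19* past the threshold with a log2 fold change of 2.11 (adjusted p = 0.0308). The edgeR value was 1.54 without WB-KO replicate 3 and 2.39 without WB-KO replicate 4.

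*Meg3* (ENSMUSG00000021268) is a lncRNA on the plus strand of chromosome 12 from 109541001 to 109571726, where a gene on the other strand overlaps it. It had 22.5 ± 8.32 CPM in WT mice and 46.9 ± 31.2 CPM in WB-KO mice (SD, n = 5 each), a log2 fold change of 1.06 (standard error 0.40, adjusted p = 0.0655 from edgeR's quasi-likelihood test). WB-KO replicate 4 had 99.5 CPM, and without it the log2 fold change was 0.59. The groups overlapped (exact permutation test, p = 0.0714). DESeq2 placed *Meg3* past the threshold with a log2 fold change of 1.04 (adjusted p = 0.0251). With the smooth muscle score in the edgeR model its direction turned, to -1.09 (adjusted p = 0.124). From the read densities in Figure 1B, the paper states that the *Zip14* deletion produced marked differences in these lncRNAs. It also reports *U90926*, *H19* and *Meg3* as higher by qPCR in WB-KO intestine. The same is reported for intestine of mice with an enterocyte-specific deletion. Those qPCR measurements are separate from the counts and were not analysed here.

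**Figure D1:**
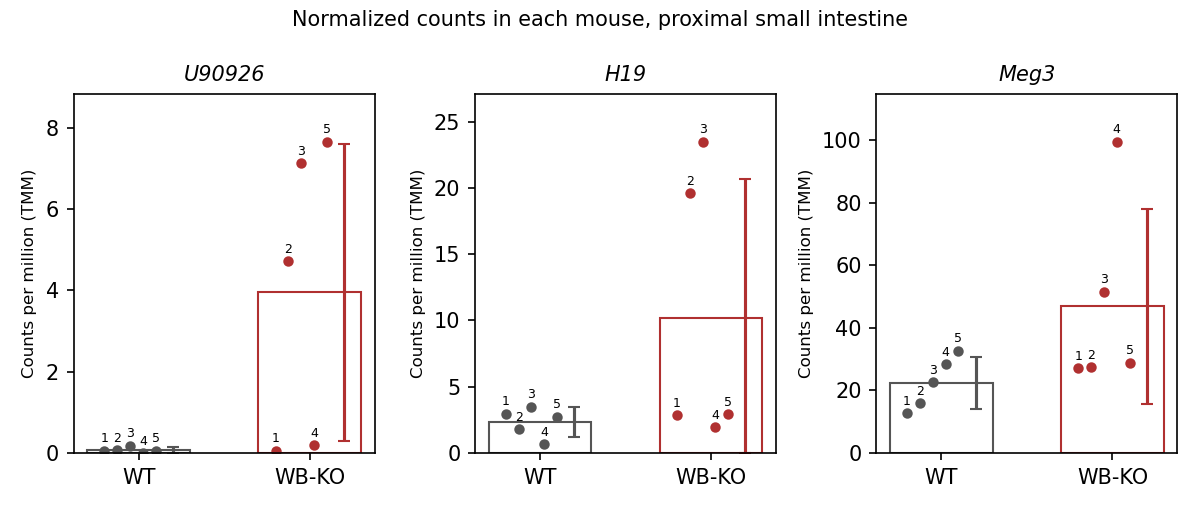
Counts scaled to library size with TMM normalization (CPM, linear axis from 0) of *U90926*, *H19* and *Meg3* in proximal small intestine of 5 WT and 5 WB-KO mice. Points are single mice with their replicate number, bars are means and whiskers are the SD, cut off at 0. For *H19*, WB-KO replicates 2 and 3 stand at 19.6 and 23.5 CPM, and the other WB-KO mice lie among the WT mice.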

Note read densities for *Malat1*, used as a control, are uniform compared to those of the differentially expressed lncRNAs. 

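*Malat1* (ENSMUSG00000092341) lies on the minus strand of chromosome 19 from 5795690 to 5802672. It had 918 ± 263 CPM in WT mice and 644 ± 264 CPM in WB-KO mice (SD, n = 5 each), a log2 fold change of -0.51 (standard error 0.27, adjusted p = 0.171 from edgeR's quasi-likelihood test). The groups overlapped, with 4 of 5 WB-KO libraries below every WT library, and the difference was not past the threshold of the exact permutation test either (p = 0.0952). Without WB-KO replicate 2 the log2 fold change was -0.79 and past the threshold of the edgeR test.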

A number of transcripts identified as upregulated were selected and confirmed as upregulated (Figure 1C). To assess whether *Zip14* ablation is associated with a specific mucosal pattern of inflammation, H&E-stained histological sections from intestinal tissue (duodenum) were examined. Histological examination of the small intestine showed no difference in the number of crypts, villus and goblet cell between both genotypes (Supplementary Materials Figure S1).

### 3.2. Tissue Specific Expression of lncRNAs in Mice with WB-Zip14 Deletion

To compare tissue-specificity of lncRNA and miRNA expression changes produced by *Zip14* ablation, we used RNA from liver, lung, pancreas, colon, muscle, intestine, isolated IECs and enteroids from mice of the WB-KO and WT genotypes. *U90926, H19* and *Meg3* were selected as representing a range of FC differences. *U90926* was differentially expressed in intestinal tissue, colon and IECs, but was undetectable in the other tissues examined, except WT lung (Figure 2A). *H19* mRNA was detected in liver, muscle, enteroids, tissues of the gastrointestinal (GI) tract, and WT lung (Figure 2B). Similarly, *Meg3* is highly upregulated in the GI tract (Figure 2C). Of note is that neither *Meg3* nor *U90926* are detectable with enteroid cultures (Figure 2A, C). Overall, these lncRNAs were found to be the most differentially expressed in the GI tract compared to the other tissues in our WB-KO mice.

### 3.3. Tissue Specific Expression of miR-7027

Low expression of *miR-7027* was detected in muscle, liver, kidney, spleen and lung regardless of WB-*Zip14* ablation (Figure 3A). However, increased expression of this miRNA was robustly upregulated in intestine and IECs of mice with WB-*Zip14* deletion. Furthermore, both *miR-7027-5p* and *miR-7027-3p* levels are significantly (*p* < 0.05/0.01) increased in *Zip14*^ΔIEC^ mice (Figure 3B). 

### 3.4. Tissue Specific Expression of lncRNAs in Mice with Zip14^ΔIEC^ Deletion

qPCR assays of proximal small intestine and muscle RNA from *Zip14* ^ΔIEC^ (ΔIEC) and *Zip14*^F/F^ (F/F) control mice were compared to visualize the changes in lncRNA expression. *H19*, *Meg3*, *U90926*, *Bvht*, and *Pvt1* levels were significantly (*p* < 0.05, 0.01) increased in intestine of ΔIEC mice (Figure 4A). In contrast, none of these lncRNAs were affected in skeletal muscle with this enterocyte specific *Zip14* deletion (Figure 4B). Normalization of 1.0 indicates a detectable signal rather than non-detectable qPCR signals.

### 3.5. Promoter Occupancy May Explain Differential Expression of H19, Meg3 and U90926 with Zip14 Ablation

Bioinformatic searches revealed promoters of *Meg3*, *H19* and *U90926* all have consensus binding sites for the transcription factors STAT3 and NF-ĸβ. ChIP assays using chromatin derived from IECs, isolated from ΔIEC and F/F mice, were conducted. No difference in binding of STAT3 were noted for the *H19* promoter (Figure 5A). Increased binding of this TF in one of the identified STAT3 sites in both the *Meg3* and *U90926* promoters was detected. There was increased binding of NF-ĸβ at two sites of the *H19* promoter and one site of the *Meg3* promoter (Figure 5B). Decreased NF-ĸβ binding was detected on the *U90926* promoter in the ΔIEC mice (Figure 5B). These differences suggest that the upregulation of these genes in the ΔIEC mice could be a proinflammatory response produced by these TFs through loss of *Zip14*.

## 4. Discussion

Ablation of *Zip14* in mice leads to diminished transport of zinc into enterocytes [17,24], and produces interesting phenotypes including decreased intestinal barrier function, adipose hyperplasia, muscle wasting, glucose processing defects, and skeletal defects with aging [25]. Mutations of *Zip14* in humans leads to neurological defects and skeletal abnormalities [15,16]. 

Our approach to examine a biochemical basis of Zip14 function has been through transcriptome comparisons of mice with deletions of the Zip14 gene. Whole body deletion of *Zip14* yields upregulation and down-regulation of specific genes in muscle [17]. Surprisingly, among the most upregulated genes were *H19*, and *miR-675*, which is derived from *H19*. These findings confirmed those of others; *H19* is not silenced at birth in muscle and is expressed in mice into adulthood [16,26]. We also showed that LPS administration induced *miR-675* in muscle, a response that was markedly enhanced in whole body *Zip14* KO mice [17]. LPS administration also induces Zip14 and increases zinc uptake into muscle of WT mice, but not in WB-KO mice. Since *Zip14* ablation leads to enhanced binding of inflammation-related TFs in muscle, we concluded the elevated *miR-675* is a reflection of loss of a mechanism associated with muscle wasting [17]. We propose that the ablation of Zip14 function leads to upregulated expression of lncRNAs and miRNAs that in turn regulate specific inflammation-related genes.

The influence of nutrition on epigenetic changes and its relationship with lncRNAs or miRNAs modification has not been widely studied [27]. Minerals such as zinc are known to have the ability to modify epigenetic markers and alter cell signaling during inflammation or intestinal homeostasis [28,29]. The in-silico integrative analysis of the lncRNAs and miRNAs (RNA-seq analysis data) shows that the possible target genes of these miRNAs are related to the signaling pathways of transcriptional factors and inflammation pathway mediated by cytokines and chemokines. Zinc, as a signaling molecule, is critical to maintain proliferative cellular capacity that allows self-renewal of intestinal cells to maintain homeostasis of the intestinal epithelium [30]. The cytokine- and chemokine-mediated inflammation pathway includes key protein/lncRNAs/miRNAs in intercellular communication that help maintain intestinal homeostasis [31], as well as driving intestinal inflammation in various pathological processes [32,33].

There have been relatively few studies on zinc/zinc transporters and lncRNAs/miRNAs. These have focused on miRNAs and genes controlling zinc metabolism [16], miRNAs/ human dietary zinc restriction [10], zinc deficiency/cancer [34] and specific zinc transporters, Zip8 [35], Zip7 [13], and ZnT4 [14].

We have focused in this experimental series on the small intestine, as *Zip14* is most highly expressed in the proximal region and decreases along the gastrointestinal axis [24]. Furthermore, *Zip14* deletion in the intestine leads to decreased barrier function and mild endotoxemia [36]. There is considerable interest in lncRNAs in intestinal physiology [37]. Intestinal miRNAs are important factors in the function and regeneration of the intestinal epithelium. They have an important role in gene regulation under pathological and physiological conditions, including inflammatory response. RNA-seq differential expression analysis showed three highly expressed miRNAs including *miR-99agh* and *-7027* (Supplementary Materials Table S2). 

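*Mir99ahg* (ENSMUSG00000090386), the host gene of miR-99a, spans chromosome 16 from 77236317 to 77773427 on the plus strand, with genes overlapping it on both strands. It had 18 counts over the WT libraries and 97 over the WB-KO libraries, which is 0.206 ± 0.0911 CPM and 0.986 ± 0.721 CPM (SD, n = 5 each). The filter on low counts left it out of the main test. The difference of the mean log2 CPM was 1.61, with 4 of 5 WB-KO libraries above every WT library (exact permutation test, p = 0.0159). DESeq2 gave a log2 fold change of 2.25 (adjusted p = 0.00275). *Mir124a-1hg* (ENSMUSG00000097545) had 0.157 ± 0.0898 CPM in WT mice and 0.555 ± 0.512 CPM in WB-KO mice (SD, n = 5 each), and a difference of 1.08 (exact permutation test, p = 0.0476) that was 0.71 without WB-KO replicate 4. DESeq2 (adjusted p = 0.0605) and edgeR without a filter (adjusted p = 0.0835) did not place it past the threshold. With single mice left out, the exact test stayed past it only without WT replicate 5 or WB-KO replicate 2.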

A role for *miR-7027* in the regulation of intestinal inflammation and gene regulation has not previously been demonstrated. After in-silico analysis, a relevant function has been proposed for *miR-7027* in the intestinal mouse epithelium where this miRNA directly regulates inflammation by binding to 3′ untranslated region (3’UTR) of STAT3 and interleukin-21 (IL-21) genes. Upregulation of these genes has been shown by RNA-seq analysis (GSE210160). *miR-7027* is differentially expressed in both crypts and villus and was reported to be associated with pathological disorders [38]. It also has a compensatory function under the ablation or downregulation of other miRNAs [39].

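*Stat3* (ENSMUSG00000004040) lies on the minus strand of chromosome 11 from 100885098 to 100939540 and had 188 ± 13.7 CPM in WT mice and 172 ± 24.1 CPM in WB-KO mice (SD, n = 5 each). Its log2 fold change was -0.13 (standard error 0.11, adjusted p = 0.391 from edgeR's quasi-likelihood test), which is within the spread between mice, and it stayed between -0.18 and -0.07 with each mouse left out in turn. *Il21* (ENSMUSG00000027718), on the minus strand of chromosome 3 from 37222759 to 37232636, had 1 count over the 5 WT libraries and 19 counts over the 5 WB-KO libraries. Each WB-KO library had between 2 and 5 counts and more CPM than any WT library, and the difference of the mean log2 CPM was 1.35 (exact permutation test, p = 0.00794). DESeq2, which tested *Il21* at this depth, gave an adjusted p of 0.0138. A gene on the other strand overlaps *Il21*, and the strand handling of the counting is not known.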

As has been shown numerous times, and again here, *H19* is expressed in the intestine. 

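In the RNA-seq libraries of proximal small intestine, *H19* was counted in every mouse, with between 12 and 60 counts in WT libraries and between 41 and 435 counts in WB-KO libraries. Its mean CPM in WT mice was above that of 66.9% of the 773 lncRNAs tested.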

Functions related to intestinal permeability and inflammation have been shown where this lncRNA acts to regulate specific mRNAs [40,41]. *Meg3* has been implicated in LPS- induced intestinal injury [42] and is believed to be upregulated by STAT3 in cardiomyocytes [43]. This latter finding agrees with results reported here. Expression of *U90926* in intestine has been reported [44] and elevated intestinal expression has been demonstrated as a response to Giardia infection [45]. It has been proposed that lncRNAs in intestine are a reflection of resident consensual microbiota [46]. As we have found, *Zip14* deletion increases the abundance of microbes of the Akkermansia phylum (In-press). Hence deletion of a metal transporter that supplies zinc to enterocytes may alter intestinal microflora that provide signals regulating lncRNA production. In addition, the bulk of the literature on enteric lncRNAs relate to cancer, thus the loss of zinc transport through *Zip14* deletion could establish precancerous conditions. 

## 5. Conclusions

The consistent and precise finding of the genomic driver of intestinal homeostasis and remodeling may have a critical implication for intestinal diseases and nutrition. The experiments reported here demonstrate deletion of the metal transporter Zip14 gene initiates the upregulation of specific lncRNAs and miRNAs, as detected by both RNA-Seq and specific qPCR assays. 

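In the RNA-seq data, all 5 lncRNAs with a positive log2 fold change in Table 1 had a higher mean CPM in WB-KO than in WT mice. For none of the 5 were all WB-KO libraries above all WT libraries. Of the 4 that passed the filter on low counts, 2 had an adjusted p under 0.05 by edgeR's quasi-likelihood test, while DESeq2 gave one under 0.05 for all 5. The differences between these libraries were not limited to lncRNAs and included markers of the ileum, which the paper does not discuss.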

Enterocyte-specific ablation of *Zip14* restricts changes in those RNAs to the intestine. The binding of proinflammatory TFs, NF-ĸβ and STAT3, to the *H19*, *Meg3*, and *U90926* promoters is consistent with earlier work where Zip14-induced epigenetic factors influence TF occupancy of specific regulatory sites. These findings provide supporting evidence on the role of the Zip14 transporter, as its ablation initiates an inflammatory cascade of responses by activating noncoding regulatory elements in the intestinal epithelium. The *Zip14* transcriptome study of comparative patterns in the intestinal epithelium is valuable to better understand the function and regulation of human orthologous genes during intestinal diseases. Nevertheless, future studies are needed to perform further validation of the functions of lncRNAs and microRNAs in response to intestinal microbiota, nutrition, and disease.

## Figures and Tables

**Figure 1:**
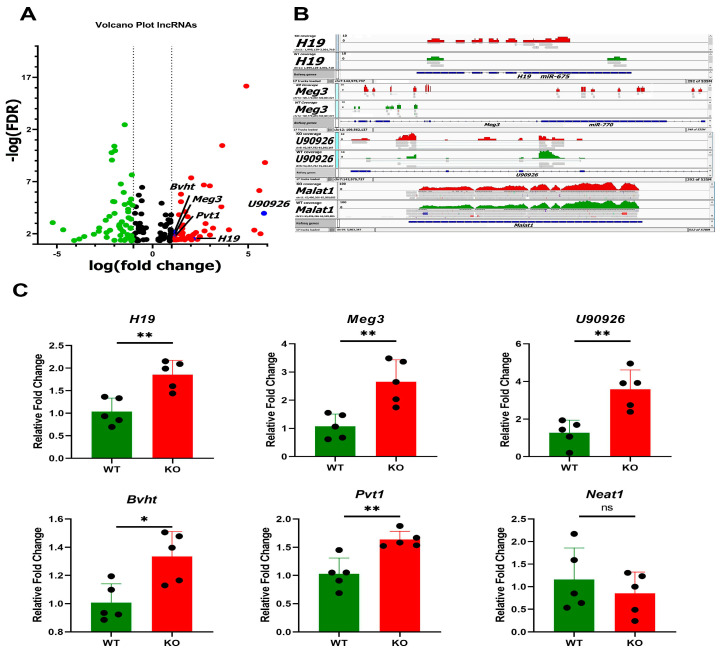
Effect of WB-*Zip14* knockout on differential expression of lncRNAs in proximal small intestine. (**A**) Volcano plot of RNA-sequencing showing transcription changes with *Zip14* ablation. (**B**) Read densities of *U90926*, *H19*, *Meg3* and *Malat1* from RNA-Seq. (**C**) qPCR assay validation of differential expression in *H19*, *Meg3*, *U90926*, *Bvht* and *Pvt1*. *Neat1* was not confirmed as differentially expressed. Values are reported as the mean ± SEM. *n* = 5 (each dot indicates data measurement for one mouse). * *p* < 0.05, ** *p* < 0.01, ns = non-significant. Student’s *t* test for WT and Zip14 KO comparison. qPCR = quantitative polymerase chain reaction; KO = knockout mice; WT = wild-type mice.

**Figure 2:**
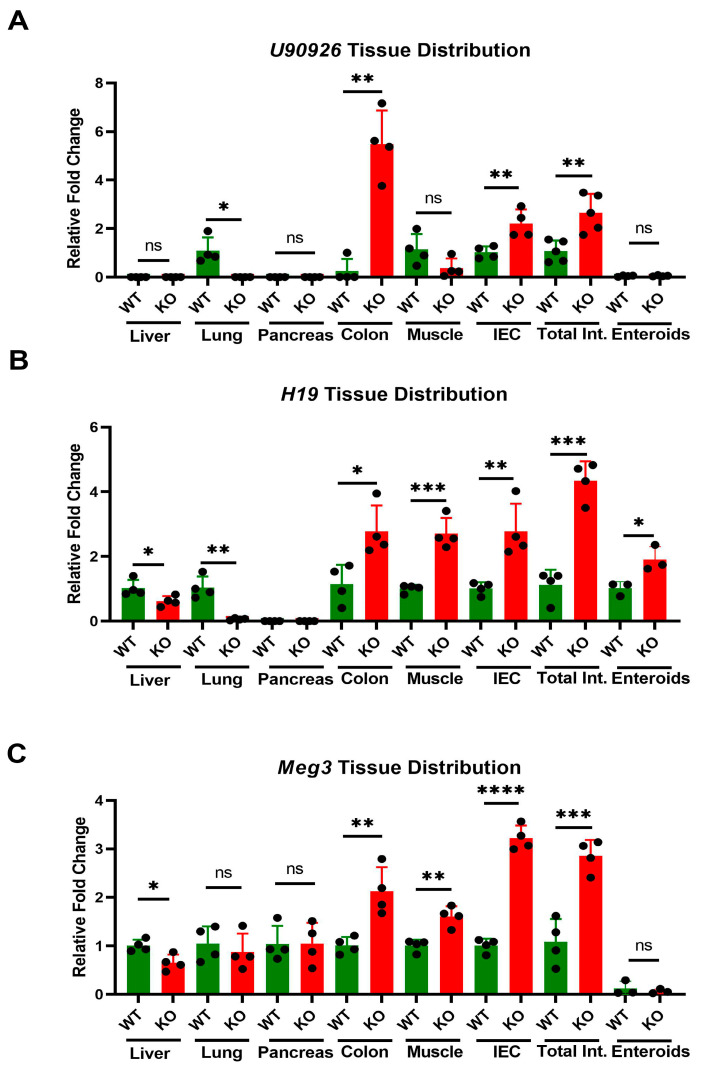
Effect of WB-*Zip14* knockout on lncRNAs in selected tissues as measured by qPCR. (**A**) *H19*; (**B**) *Meg3*; (**C**) *U90926*. Values are reported as the mean ± SEM. *n* = 3–4 (each dot indicates data measurement for one mouse). * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001; ns = non-significant. Student’s *t* test for WT and Zip14 KO comparison. Int = Intestine; IEC = intestinal epithelial cells.

**Figure 3:**
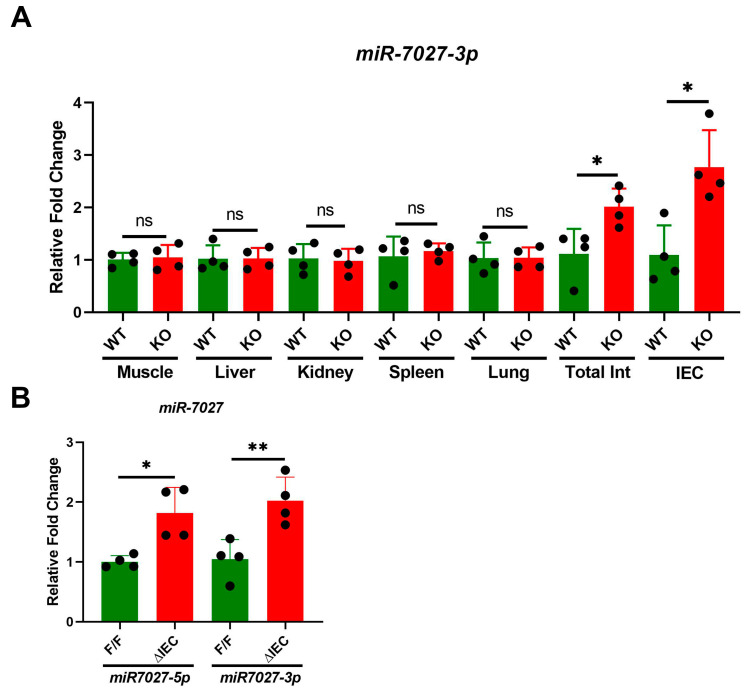
Effect of *Zip14* knockout on *miR-7027* as measured by qPCR. (**A**) *miR-7027-3p* in selected tissues from mice with WB *Zip14* knockout. (**B**) Level of *miR-7027-3p* and *miR-7027-5p* in enterocytes from mice with enterocyte-specific *Zip14* knockout. Values are reported as the mean ± SEM. *n* = 4 (each dot indicates data measurement for one mouse). * *p* < 0.05; ** *p* < 0.01; ns = non-significant. Student’s *t* test for WT vs. *Zip14* KO and F/F, vs. ∆IEC comparisons. F/F = floxed/floxed mouse; ∆IEC = Enterocyte-specific *Zip14* knockout mice; Int = Intestine; IEC = intestinal epithelial cells.

**Figure 4:**
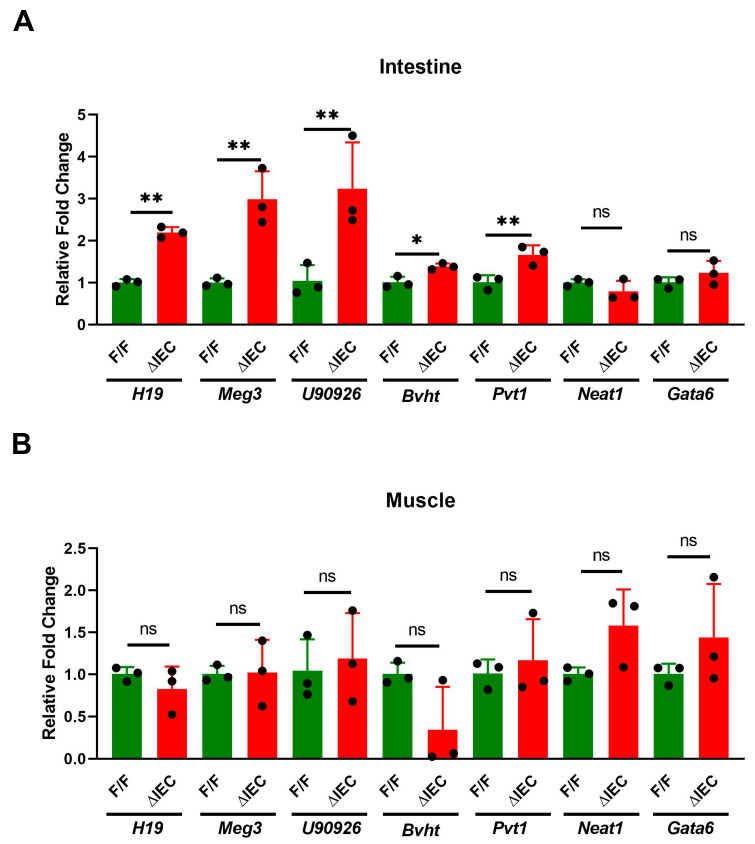
Effect of enterocyte specific *Zip14* knockout on lncRNAs. (**A**) Proximal intestine; (**B**) Skeletal muscle. Values are reported as the mean ± SEM. *n* = 3 (each dot indicates data measurement for one mouse). * *p* < 0.05; ** *p* < 0.01; ns = non-significant. Student’s *t* test for F/F and ∆IEC comparison. F/F = floxed/floxed mouse; ∆IEC = Enterocyte-specific *Zip14* knockout mice.

**Figure 5:**
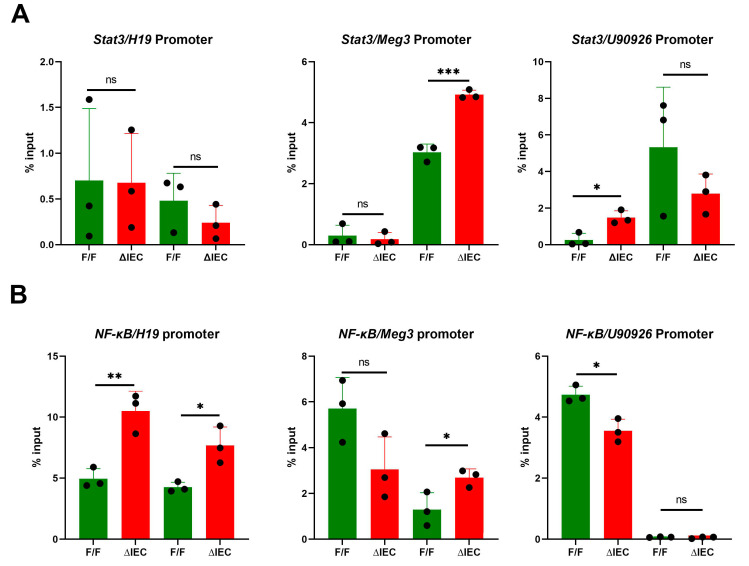
ChIP assays of STAT3 (**A**) and NF-κβ (**B**) binding to promoters for *H19*, *Meg3* and *U90926* using chromatin from enterocyte-specific *Zip14* knockout mice. Values are reported as the mean ± SEM. *n* = 3 (each dot indicates data measurement for one mouse). * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; ns = non-significant. Data were analyzed using Student’s *t* test for F/F and ∆IEC comparison. F/F = floxed/floxed mouse; ∆IEC = Enterocyte-specific *Zip14* knockout mice; ChIP = chromatin immunoprecipitation; STAT3 = signal transducer and activator of transcription 3; NF-ĸβ = nuclear factor kappa beta.

**Table 1:** Upregulated lncRNAs. RNA-seq was used to profile changes in lncRNA expression.

Symbol	log2FoldChange	LOG(FDR)	padj	*p*-Value	Name
*U90926*	5.826542	3.95	0.000111	8.0 × 10^6^	cDNA sequence U90926
*H19*	2.107413	1.51	0.030793	7.5 × 10^3^	H19, imprinted maternally expressed transcript
*Bvht*	1.132362	2.15	0.007004	1.2 × 10^3^	Braveheart long non-coding RNA
*Pvt1*	1.052021	1.66	0.021957	4.8 × 10^3^	Plasmacytoma_variant_translocation_1
*Meg3*	1.044219	1.60	0.025132	5.8 × 10^3^	Maternally expressed 3
*Neat1*	−0.009449	0.68	0.968169	9.9 × 10^1^	Nuclear paraspeckle assembly transcript 1 (non-protein coding)

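*Bvht* (ENSMUSG00000098098, plus strand of chromosome 18 from 61639542 to 61647472) had 8.90 ± 2.52 CPM in WT mice and 19.7 ± 12.2 CPM in WB-KO mice (SD, n = 5 each), a log2 fold change of 1.15 (standard error 0.36, adjusted p = 0.0341 from edgeR's quasi-likelihood test). WB-KO replicate 4 had 40.9 CPM, and without it the log2 fold change was 0.70 (adjusted p = 0.0563 by edgeR). Without WT replicates 1, 2 or 3 or WB-KO replicate 3, left out 1 at a time, *Bvht* was not past the threshold either. *Pvt1* (ENSMUSG00000097039, plus strand of chromosome 15 from 62037986 to 62378096) had 1.12 ± 0.372 CPM in WT mice and 2.33 ± 0.937 CPM in WB-KO mice (SD, n = 5 each), a log2 fold change of 1.06 (standard error 0.35, adjusted p = 0.0418 by edgeR). It stayed past the threshold only without WB-KO replicate 1 or WB-KO replicate 5 when single mice were left out. For both genes 4 of 5 WB-KO libraries were above every WT library. *Neat1* (ENSMUSG00000092274, minus strand of chromosome 19 from 5824708 to 5845478) had 1068 ± 181 CPM in WT mice and 1023 ± 380.0 CPM in WB-KO mice (SD, n = 5 each), and its log2 fold change of -0.06 (standard error 0.26, adjusted p = 0.874 by edgeR) was smaller than the spread between mice.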

padj = adjusted *p*-value; FDR = False discovery rate.

## Data Availability

All data are available in the text of supplemental information.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu14235114/s1, Table S1: Differential Expression of lncRNAs from RNA-seq; Table S2: Differential Expression of miRNAs from RNA-seq; Table S3: Materials; Figure S1: Histopathology of small intestine from whole body *Zip14* knockout and WT mice. H&E-stained tissue sections of duodenum.

# Supplementary material for: Long Noncoding RNA, MicroRNA, Zn Transporter Zip14 (Slc39a14) and Inflammation in Mice
**Source:** Nutrients. 2022 Dec 1;14(23):5114. doi: 10.3390/nu14235114
**Supplement:** Supplementary file 1

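Table S1 gives, for each symbol, the log2 fold change of WB-KO against WT mice, its p-value and the adjusted p-value. DESeq2 run on the deposited counts, with its default settings and no filter beforehand, gave the log2 fold change of the table within 0.0001 for all 163 symbols matched to a gene ID. It called all 163 in the direction of the table, 50 of them with a log2 fold change above 1 and 55 with one below -1.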

**Table S1.** Differential Expression of lncRNAs from RNA-seq.

---

RNA-seq. = RNA-sequencing; padj = adjusted *p*-value.

**Table S2.** Differential Expression of miRNAs from RNA-seq.

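The symbols of Table S2 are mostly host genes of miRNAs, whose counts measure the long transcript and not the miRNA cut from it. DESeq2 on the deposited counts gave the log2 fold change of the table within 0.0001 for the 8 symbols matched to a gene ID. *Mir124-2hg* had 1 count in all the libraries together, and DESeq2 gave it no adjusted p.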

Table S3. Materials.

**WT**

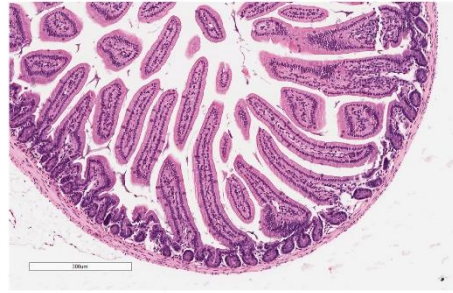

**KO**

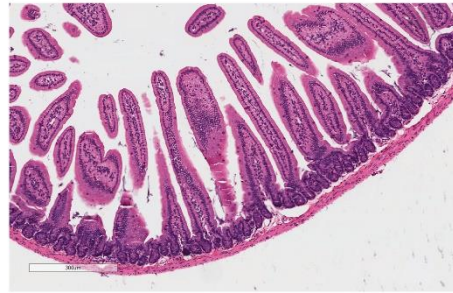

**Figure S1.** Histopathology of small intestine from whole body Zip14 knockout and WT mice. H&E-stained tissue sections of duodenum. KO = knockout mice; WT = wild-type mice; H&E = haemotoxylin and eosin.

How the deposited data were processed for this re-analysis (not part of the article)

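Gene expression was measured by RNA-seq in sections of proximal small intestine of 5 WB-KO and 5 WT mice, with 1 library per mouse. The authors deposited raw counts of reads per Ensembl gene ID, made from libraries of single mice sequenced on a NovaSeq instrument, and the values are whole numbers without normalization. The sample labels give a SMARTer mRNA-Seq kit, and no library of small RNAs was analysed here. The authors list FastQC, Trimmomatic, HiSat2, SAMtools and DESeq2 in Table S3, without versions. The read counter, the genome build, the annotation and the handling of strand are not given in the sources used here, and reads of overlapping genes on different strands may therefore be counted for either gene. All 10 libraries hold the same 35275 gene IDs, and no column was left unused.

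Gene IDs were matched to GENCODE M21 (GRCm38), which gave a symbol for 34490 of them, and 5367 are classed there as lncRNA. The 785 IDs without a symbol held between 0.0729% and 0.0827% of the counts of a library and stayed in the test. The 10 genes with the most counts held between 7.20% and 7.59% of the counts in WT libraries and between 6.66% and 7.83% in WB-KO libraries. With median totals of 18206101 and 18146070 counts, a gene at 0 counts in a library may stand for up to 3 counts at 95% confidence. Ages and sex were not given per mouse, and the groups could not be balanced for them.

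R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Groups were compared with edgeR's quasi-likelihood test on 15610 genes kept by filterByExpr (minimum count 10, minimum total 15) after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. Limits on the log2 fold change were those of the paper, 2 for genes and 1 for lncRNAs. Genes below the filter were compared by the difference of the mean log2 CPM (prior count 2) with an exact permutation test over all splits into 5 and 5. A standard error of a log2 fold change was derived as its absolute value over the square root of the F statistic of edgeR's test, which itself gives none. For 21 lists of marker genes, limma's camera was used on voom values with a preset correlation of 0.01. Lists, comparisons, their tests and the alternatives were fixed before the data were examined, apart from the tests that the parts below name as chosen later.

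Named genes were chosen by a rule written at the same time: every gene that the text, Table 1 or Table S2 of the paper names and the counts hold, the 3 symbols of Table S1 with the highest and the 3 with the lowest log2 fold change (whose values had been seen in the table), the 5 genes with the highest and the 5 with the lowest log2 fold change among called genes whose groups do not overlap, and at most the 3 most abundant members of a list the text reports. Genes named outside this rule were chosen after their values were seen; they are *Hoxb9*, *Hoxb13*, *Apoa4*, *Fabp1*, *Xist*, *Cd79a*, *Jchain*, *Mzb1*, *Pnlip*, *Amy2a5*, *Gkn1*, *Gkn2*, *Car1* and *Aqp8*.

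Alternatives were RLE normalization, scaling to library size only, DESeq2, no filter, a mean count of at least 10, robust dispersion, leaving out each mouse in turn, the replicate number as a block, a smooth muscle score or a Y-linked score as a covariate, other limits on the fold change, adjustment over the list alone, and for the lists fry and camera with an estimated correlation. The tests were run on simulated data of the same size with 200 changed genes: edgeR recovered 196 of them (98%) with 6 false calls among 202 (2.97%), and DESeq2 recovered 195 (97.5%) with 30 false calls among 225 (13.3%). The simulated changes were large, in genes with enough counts, and the spread followed the trend over genes without outlying mice. These rates therefore do not carry over to genes with smaller changes, few counts or a wide spread between mice. Lists of Tables S1 and S2 were matched by symbol, and *Mir7027*, *Mir194-1*, *Mir675* and the symbols without a matching gene ID were not analysed here.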

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

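Of the tests in this part, those of *Hox* genes, genes near *Slc39a14*, exchanged labels, the enterocyte share, the macrophage list, position among WT mice and relations within the groups were chosen only after the result was seen.

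Genes of the ileum, which the paper does not discuss, were higher in WB-KO mice, with a median log2 fold change of 1.60 over 8 genes, 6 of them called (camera adjusted p = 9.89e-05). Other splits of the libraries gave as many lists past the threshold, so that an adjusted p of camera alone does not exclude chance here, and the pattern rests on the single genes. *Hoxb9*, a gene that the paper does not name, had 0.154 ± 0.0895 CPM in WT mice and a mean of 40.5 CPM in WB-KO mice (SD 23.6, n = 5 each), although WB-KO replicate 1 had 5 counts, near the WT level. Genes of the proximal intestine had a median log2 fold change of -0.41 and a mean of -1.85 (camera adjusted p = 0.0625). The enterocyte list had a median of -2.01, with 6 of 10 genes called lower (camera adjusted p = 1.53e-05); among its genes, *Fabp1* fell from 2199 to 50.6 CPM and *Apoa4* from 6093 to 194 CPM. An exchange of labels between single mice would leave libraries out of place in both groups, while *Slc39a14* was lower and *Fabp6* higher in 5 of 5 WB-KO libraries than in every WT library. An exchange of the whole groups cannot be told apart by *Slc39a14*, since its counts may fall with position too. A lower share of enterocytes would lower ileum genes of the enterocyte too, while 6 were called higher, so that it cannot be the whole cause; a lower share beside another cause stays open. Library totals did not differ (exact permutation test, p = 0.897). Sex is not the cause, as no Y-linked gene had more than 1 count in any library and *Xist* had between 309.0 and 590 CPM in all of them, while the paper used male and female mice. Acinar genes did not point to pancreas in some sections as the cause: their list had an adjusted p of 0.498 by limma's camera. Of its 12 genes 3 were tested, all 3 higher (median log2 fold change 0.59) and 0 called. *Pnlip* had 6 counts over the WT and 3 over the WB-KO libraries, and *Amy2a5* had 0 counts. A member of the list reached 291.6 CPM in a library, so that some pancreas is not excluded. Of stomach genes, *Gkn1* and *Gkn2* had 23 and 24 counts in WT replicate 5 and 0 in the other libraries. Genes within 10 Mb of *Slc39a14* made up 0.773% of the calls, and 27.9% of the tested genes there were called against 29.9% elsewhere (Fisher's exact test, p = 0.699), so linked strain variants do not account for the number.

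What stays open is a section taken farther down the intestine in WB-KO mice. Over 30 *Hox* genes with at least 10 counts, the change rose with the number of the *Hox* gene (Spearman rho 0.473, permutation p = 0.009). Low numbers were mostly higher in WB-KO mice too. *Hox1* to *Hox5* genes had a median change of 0.62, with 10 of 14 higher. *Hox6* to *Hox13* genes had one of 1.93, with 16 of 16 higher. *Hox8* to *Hox13* genes made up 12.0 ± 3.13% of the *Hox* counts in WT and 38.4 ± 2.49% in WB-KO mice (SD, n = 5 each, exact permutation test, p = 0.00794). Over 15595 genes other than the ileum and proximal lists, the change between the groups went with the slope on a falling proximal score among the WT mice alone (r = 0.505), the highest of the 120 orderings of these mice (exact one-sided permutation p = 0.00833). Over the 773 lncRNAs tested r was 0.318, and 3 of 120 orderings reached it (exact one-sided permutation p = 0.025). The smooth muscle score varied opposite to the proximal score among the WT mice, and the slope does not separate the 2. A candidate explanation is that part of the difference between these groups is one of position. A change of the regional program of the intestine through loss of Zip14 is a biological alternative that was not tested, and the counts do not record where a section was taken.

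Smooth muscle genes had a median log2 fold change of 1.64 (10 of 10 called, camera adjusted p = 3.79e-06), and enteric neuron and glia genes one of 1.44 (10 of 10 called, camera adjusted p = 4.19e-04). The paper does not discuss either list. A lower share of epithelium would raise other cell types alike, while macrophage genes had a median of 0.063 and fibroblast genes one of 0.23. A larger share of muscle layer in the WB-KO sections may explain the pattern, and thicker muscle, more distal position and an effect of the genotype were not separated. *Acta2* in WB-KO replicate 4 stood apart from the other WB-KO libraries, at 1672 CPM against 490.3 to 672 CPM (gap over range 0.743). Here and below, the gap over range was taken on log2 CPM, not on the CPM printed beside it. *Mir100hg* (0.795, 21.5 CPM) and *Mirg* (0.813, 1.62 CPM against 0.394 to 0.525 CPM) stood apart in the same library, which had the highest smooth muscle score.

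*Slc39a14* in WB-KO replicate 1 stood apart from the other WB-KO libraries (gap over range 0.751), toward the WT mice. That library was also nearest to the WT mice on the first principal component (8.37), which held 55.3% of the variance, and had 1054 counts of *Gata4* against 12 to 264 in the other WB-KO libraries. *Slc39a14* was still below every WT library there. Within the groups, *Slc39a14* went with the proximal score at r = 0.604 (exact permutation p = 0.0756), and the slope gives a change of -0.79 where -1.36 was observed, with a 95% interval from -1.73 to 0.14. How much of the fall in *Slc39a14* counts goes with position cannot be told apart from the deletion with 5 mice per group. The paper states that *Zip14* decreases along the gastrointestinal axis.

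*0610031O16Rik* in WT replicate 3 had 1.11 CPM from 19 counts, against 0.110 to 0.224 CPM in the other WT mice (gap over range 0.755). *Il21* in WT replicate 5 and *Mir124-2hg* in WB-KO replicate 4 stood apart (gap over range 1) through 1 count where the other libraries of the group had 0, which says nothing about expression. Of 84 groups of 5 libraries examined, 7 (8.33%) held such a library, where chance gives 5%. No biological explanation was tested for these single values.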

How the results depend on the processing

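Of the 942 values recomputed for 52 results, 782 kept their direction and their side of the threshold, 97 lost the threshold or, for a number of genes, fell past a factor of 1.5, 42 changed the other way, and 21 changed direction. Robust dispersion kept 39 of 39 and RLE normalization 51 of 52. With the smooth muscle score as a covariate 8 of 39 were kept. Of 44 named genes, 26 kept their call or its absence in every alternative but that covariate. The cause of a change was not tested unless stated.

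Genes higher numbered 416 by DESeq2, 372 without a filter, 1003 at a limit of 1 and 2491 without a limit; genes lower numbered 359 by DESeq2, 737 at a limit of 1 and 2169 without a limit. Higher lncRNAs numbered 43 with library size only, 71 by DESeq2, 49 without a filter, 49 without a limit and 13 adjusted over the list alone. Lower lncRNAs numbered 42 with library size only, 101 by DESeq2 and 83 without a filter. For the symbols of Table S1 DESeq2 called 163. DESeq2 and the fit without a filter test more genes, which accounts for part of the rise.

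With the smooth muscle score as a covariate, 6 genes were higher and 2 lower, and of lncRNAs 0 were higher and 0 lower. Of Table S1 0 symbols and of Table S2 0 symbols were called. *Slc39a14* fell from the threshold too (-0.56, adjusted p = 0.501 by edgeR), so that the score, which does not overlap between the groups, stands for the genotype and the setting cannot single out muscle. Direction turned in this setting for *Meg3* (-1.09), *Bvht* (-0.77), *Mir100hg* (-0.57), *Malat1* (0.065), *Stat3* (0.26), *Dnd1* (-0.32), *Acta2* (-0.18) and *Myh11* (-0.24), and *Pvt1* had 0.11. *Acta2* and *Myh11* are themselves part of the score. With the Y-linked score, which rests on counts of at most 1 per gene, *Bvht* had 1.09 and 1 symbol of Table S2 was called.

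*H19* passed the threshold with library size only (2.29) and by DESeq2 (2.11), as did *Meg3* (1.20 and 1.04). *Pvt1* (1.04) and *Mir100hg* (0.90) lost it without a filter. *Neat1* turned to 0.072 and *Cubn* to 0.032 with library size only, a setting that shifts the median of the genes from 0.03 to 0.15. *Mir155hg* had 0.035 by DESeq2 and 0.031 without a filter. None of these last 3 genes was called in either direction.

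With single mice left out, genes higher ranged from 158 to 315 and genes lower from 216 to 332, higher lncRNAs from 15 to 48 and lower from 44 to 68, Table S1 calls from 74 to 107 and Table S2 calls from 1 to 2. Without WB-KO replicate 1 these counts were at their highest, that of Table S2 together with other settings. Lists higher ranged from 4 to 5 and lists lower from 1 to 3. Ranges of the log2 fold change or difference were -1.57 to -1.21 for *Slc39a14*, 2.75 to 4.14 for *U90926*, 1.54 to 2.39 for *H19*, 0.59 to 1.23 for *Meg3*, 0.70 to 1.31 for *Bvht*, 0.87 to 1.24 for *Pvt1*, -0.25 to 0.11 for *Neat1*, -0.35 to 0.20 for *Cubn*, -0.17 to 0.19 for *Dnd1* and -0.37 to 0.36 for *Mir155hg*. *H19* passed the threshold without WB-KO replicate 1, 4 or 5, and *Meg3* without WB-KO replicate 1.

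Of the lists, camera with the preset correlation called 4 higher and 1 lower; camera with an estimated correlation called 0 higher and 0 lower. Lists lower numbered 4 by fry, 3 with library size only, 3 without a filter and 2 at a mean count of at least 10. The replicate numbers do not pair the mice: deviations of equally numbered mice correlated between -0.167 and 0.177. With the replicate block *Meg3* (0.94), *Malat1* (-0.55) and *Reg3g* (1.04) gained the threshold and *Duox2* (3.67) lost it. Lists higher numbered 6 with it, with inflammation through NF-kB and STAT3 (camera adjusted p = 0.00726) and the imprinted network (camera adjusted p = 0.0335) gained, and lists lower numbered 2, with the proximal intestine (camera adjusted p = 0.0227) gained. The calls of the other named genes and lists tested with the block did not change. Depth limits *Il21*, *Mir99ahg* and other genes with few counts, which edgeR with the filter of the main test did not test. *U90926* was left out by the filter because its counts lie mostly in 3 of the WB-KO libraries.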

Differences from the paper's values

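Of 22 values of the paper that were computed here, 8 differ. The 8 include genes below the filter, whose values here are on another scale than the paper's. A number of genes is taken to differ when it is more than 1.5 times the other, and a log2 fold change when the signs differ or the gap is larger than the SD between mice here. Higher lncRNAs number 53 in the paper and 24 here; by that factor this does not differ with library size only (43), by DESeq2 (71), without a filter (49), at a mean count of at least 10 (36), without a limit (49), without WB-KO replicate 1 or without WT replicate 4, and differs in the other alternatives. The lower lncRNAs, 55 in the paper and 55 here, differ only by DESeq2, without a filter and with the smooth muscle covariate. The paper's numbers are those of the symbols of Table S1 past the limit, some of which GENCODE M21 lists as protein-coding. miRNAs higher number 5 in the paper and 0 here; this differs in every alternative, the nearest being no filter with 3 and DESeq2 with 2. The sets compared are not alike: miRNAs were not measured here, *Mir7027* and *Mir194-1*, which are above 1 in the paper, were not analysed here, and the number here rests on the 3 genes of Table S2 that edgeR tested.

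Genes below the filter have here a difference of mean log2 CPM with a prior count of 2. This is another scale than the paper's, and a gap may come from the scale alone. On it, *0610031O16Rik* has -5.2208 in the paper and -1.77 here, *1700057G04Rik* 5.640978 and 2.51, *4930438A08Rik* -4.09574 and -1.14, and *Gm14968* -4.67238 and -1.51; for these the values do not differ by DESeq2 or without a filter, nor does that of *1700057G04Rik* at a mean count of at least 10, and they differ in the other alternatives. *0610031O16Rik*, *4930438A08Rik* and *Gm14968* had 0 counts in every WB-KO library, so that a fitted fold change is no measured size. Their differences here depend on the prior count, and the gap to the paper decides nothing. *Mir124-2hg* has 0.44699 in the paper and 0.10 here from 1 count, and does not differ only by DESeq2. *Mir155hg* has 0.03487 in the paper and -0.12 here, and does not differ by DESeq2, without a filter, without WT replicate 5 or without WB-KO replicate 1. DESeq2, which Table S3 of the paper names, gave the paper's log2 fold change within 0.0001 for all symbols of Tables S1 and S2 matched here.

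*H19* and *Meg3* are upregulated in the paper and miss the threshold here at an adjusted p of 0.0512 and 0.0655 by edgeR; both pass by DESeq2 and with library size only. *U90926* was not tested by edgeR with its filter and passes by DESeq2. The paper gives it 5.826542 and the difference of mean log2 CPM here is 3.31, a gap within its SD of 2.69. The value differs without WB-KO replicate 2 (2.93), 3 (2.78) or 5 (2.75). The paper states that *Stat3* and *Il21* are upregulated: *Stat3* had a log2 fold change of -0.13, and *Il21* was higher in 5 of 5 WB-KO libraries. Goblet cell numbers do not differ between the genotypes in the paper's histology of duodenum. The goblet cell list had a median log2 fold change of 1.06 (camera adjusted p = 0.00137), a measure of transcripts and not of cells. Since the position of the sequenced sections is open, the regions compared may also be unlike.

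Some values of the paper's tables cannot hold as labelled. Table 1 prints p-values with a positive exponent, and for *Neat1* a value under LOG(FDR) that is not the logarithm of the adjusted p beside it. For *Neat1* the paper gives -0.009449, while DESeq2 gave -0.08 here and edgeR -0.06; the other lncRNAs of Table 1 match DESeq2. Table S2 gives *Mir124-2hg* an adjusted p below its p. It also orders 3 pairs of symbols one way by p and the other by adjusted p, *Mir7027* and *Mir100hg* among them. Apart from these, Table S2 has 4 symbols above 1, where the text of the paper counts 5 miRNAs.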

Other observations

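In this part, the tests within the groups, of B cell genes and of *Car1* were chosen only after the result was seen, as were the splits other than those for the number of genes called.

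Among 100 of the splits of the 10 libraries into 5 and 5, the real one included, only the real one (1 split) reached its number of genes called, genes higher, genes lower, lncRNAs higher and lncRNAs lower, and chance can be excluded for these. The same count of splits (1) for the calls of Tables S1 and S2 decides nothing, as the tables were made from the real groups of these libraries. It cannot for the number of gene lists: 36 splits reached the number of lists higher and 97 the number of lists lower. For each other split the direction with more lists was counted, so these are not counts of 1 direction. With only 1 list lower in the real groups, nearly any split reaches that number, and the 97 decides little. A difference between the groups does not say what made it, and position or tissue share would pass this test as the genotype would.

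Of the 4 lncRNAs with a positive log2 fold change in Table 1 that were tested, 3 lost more than 0.5 of their log2 fold change with the smooth muscle score as a covariate. Since the score does not overlap between the groups, this setting does not decide, and relations within the groups were examined instead. *Bvht* went with the score within the groups (r = 0.975, exact permutation p = 2.08e-04, adjusted over 8 relations 0.00167), and the slope gives a change of 1.81 where 1.02 was observed. *Meg3* did so too (r = 0.963, exact permutation p = 0.00104, adjusted 0.00417), with a change of 2.02 from the slope where 0.93 was observed. Both slopes give more than was observed, with 95% intervals from 1.43 to 2.18 for *Bvht* and from 1.52 to 2.53 for *Meg3*. Both observed changes lie below these intervals, so that the share alone does not account for their size. A candidate explanation is that the higher counts of *Meg3* and *Bvht* come in part with the smooth muscle share of a section, in WT and WB-KO mice alike. The paper reports both genes as higher by qPCR in intestine of mice with an enterocyte-specific deletion, and *Meg3* as undetectable in enteroids. For *Pvt1* the slope gives 0.97 where 0.96 was observed (r = 0.563, exact permutation p = 0.143), with a 95% interval from -0.30 to 2.25. For *H19* it gives -1.14 where 1.51 was observed (interval from -4.58 to 2.29) and for *U90926* -1.36 where 3.31 was observed (interval from -6.38 to 3.66). On the proximal score, the slope gives -2.24 for *H19* (interval from -5.98 to 1.51, its upper end just below the change observed) and -0.18 for *U90926* (interval from -6.30 to 5.94). For *H19* and *U90926*, muscle share or position and genotype cannot be told apart, and for *Pvt1* muscle share and genotype, because the intervals are wide with 5 mice per group. An explanation was taken as excluded only where the interval does not reach 0.5 times the change observed, a rule set after the slopes were seen; for *H19* on the proximal score the interval leaves out the whole change but not a part of it. *Pvt1*, *Meg3* and *Bvht* were not set against the proximal score. An effect of Zip14 loss on these genes remains among the open explanations.

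B cell genes were high in libraries of both groups. Of 10 genes of the B and plasma cell list, 8 were higher in each of WT replicate 5 and WB-KO replicates 2, 3 and 4 than in any of the other 6 libraries, *Cd79a* for one at 27.2 CPM or more against 15.5 CPM or less, while the plasma cell genes *Jchain* and *Mzb1* were not. Lymphoid follicles in some of the sections may be the source. The list had a median log2 fold change of 1.66 and was not called (camera adjusted p = 0.490).

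*Car1* had 22336 counts in WB-KO replicate 2, at most 237 in the other WB-KO libraries and 0 in WT mice. In that library 7 of the colon list genes were highest, 3 of them, *Hoxb13* among these, with 1 or 2 counts. *Aqp8* had 1349 counts there and 856 in another library, and 2 genes of the list were highest in WT mice. Colon or caecum tissue in that section is therefore left open, and no biological explanation was tested. Only 3 of the 10 genes of the colon list were tested, 1 of them called higher and 2 lower. Camera did not call the list (adjusted p = 0.498), while fry called it lower (adjusted p = 0.0354).

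Genes of inflammation through NF-kB and STAT3 had a median log2 fold change of 0.87 and were not past the threshold as a list (camera adjusted p = 0.0627), nor were those of the imprinted network (0.86, camera adjusted p = 0.0935), zinc-responsive genes (0.09, camera adjusted p = 0.869), the interferon response (0.28, camera adjusted p = 0.498) or T cells (-0.23, camera adjusted p = 0.723). The inflammation list and the imprinted network passed the threshold in the setting with the replicate block. Of the 16 tested genes of the inflammation list, 7 were called higher and 1 lower. The mean log2 CPM of that list did not overlap between the groups, from 1.44 to 2.53 in WT and from 2.66 to 4.35 in WB-KO mice.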
